A study of Mus musculus with 4 samples. Its data were reported in "Long noncoding RNA LEENE promotes angiogenesis and ischemic recovery in diabetes models" (2022).

How the data were processed

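Cells were taken from hind limb muscle of Leene-knockout mice after hind limb ischemia (HLI), in which blood flow to one leg is surgically interrupted. Per the labels, an adenovirus carrying GFP (Ad-GFP) or LEENE (Ad-LEENE) was injected into the muscle on days 1 and 4 after HLI, the muscle was harvested after 1 week, and cells were enriched for endothelial cells (ECs) with beads against CD144 (VE-cadherin). The study gives another day for the later injection of its Ad-LEENE experiment. The labels give a chow diet. The study describes HLI under both a chow and a high-fat, high-sucrose diet, and its injection of Ad-LEENE under the latter, so the diet of these mice is left open here. The 4 libraries, 2 per group, were made with the 10x Genomics droplet assay, in which each captured mRNA molecule carries a unique molecular identifier (UMI) and is read from its 3' end. Each library is a pool of mice, according to the study. Groups and replicate numbers were taken from the sample titles. The library, not the cell, was the unit of replication in every test.

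The authors deposited 1 matrix of raw counts per library, with UMIs per gene and barcode as whole numbers and no normalization. Per the file headers, the matrices were written by Cell Ranger 6.1.1, a version that differs from the one the study states. According to the study, reads were aligned to the mouse mm10 reference transcriptome. The matrices list 31053 genes, with an identifier and a symbol each, and 71 entries carry a symbol that occurs more than once. The deposited barcodes had at least 500 UMIs in each library and were not filtered on mitochondrial content. Gene coordinates are those of GRCm38.p6, the assembly mm10 derives from, and 26 of the 27 genes named by rule had an entry there.

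The filter stated by the study was applied: barcodes with over 3000 detected genes or over 25% mitochondrial UMIs were removed. No lower limit on genes was set. The kept cells of all libraries were clustered together with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3 (15 principal components, resolution 0.5), on genes detected in at least 3 cells and with no integration step. Doublets were treated by the gene cap alone in the main result. Scrublet, run per library in scanpy 1.11.5 with an expected rate of 6%, served as an alternative. Its automatic threshold called almost no cell in KO-GFP replicate 1 and KO-LEENE replicate 1, so a fixed score of 0.25 was used instead. In that alternative the remaining cells were clustered and named again. In another, added after the data were seen, the called cells were only left out of the classes. Each cluster was named from lists of marker genes: a marker counted as detected in at least 10% of the cluster's cells, a name needed 3 detected markers, and a cluster whose second-best class reached 75% of the score of the best one, or whose leading genes went against its name, stayed unnamed. Leading genes were the 10 with the highest fold over the other clusters among genes in at least 25% of the cluster's cells. The classes compared were ECs, mural cells (smooth muscle cells and pericytes, the study's VSMCs), monocytes/macrophages and fibroblasts.

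Counts were summed over the cells of a class in each library. KO-LEENE was compared with KO-GFP by the quasi-likelihood F test of edgeR 4.0.16 (robust fit, TMM normalization, filterByExpr), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The log2 fold changes of edgeR used its default prior count. A prior count of 2 was used only for log2 CPM, in the gene sets, the difference between classes and the correlation of same-numbered libraries. With 2 libraries per group, an exact permutation test cannot give a two-sided p below 0.333. Levels are given as CPM, the counts of a gene scaled to the summed UMIs of its class or, for genes of the locus, of its library. Numbers of cells per class were tested by the same edgeR test with all kept cells as library size, without an abundance trend and without the robust option, since there are only 10 named classes. Gene sets were tested with camera in limma 3.58.1 with a preset correlation of 0.01, on 10 sets with at least 5 tested genes. The difference between the effects in ECs and in monocytes/macrophages was tested by limma with an intensity trend on the within-library difference of log2 CPM.

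The study states an effect-size limit for its changed genes and tested cells with the default settings of Seurat, which include a rank test. Here genes were counted by the limit alone, without a test, so the counts are not the same measure. A gene counted if it was detected in at least 10% of the cells of either group and if the natural log of its mean level plus 1 (UMIs scaled to 10000 per cell, as in version 3 of Seurat) differed by over 0.25. The same count was made between the libraries of 1 group. The plan worded this as a difference of mean log-normalized levels, and that version was added after the data were seen. For ligand-receptor pairs of VEGF, PDGF and Notch signalling, 30 in the list, the mean of the ligand's and the receptor's mean log-normalized levels was taken per library, and pairs were counted whose KO-LEENE libraries both lay above, or both below, both KO-GFP libraries. This is not CellPhoneDB, which the study used. Shares of cells with a UMI were also computed after thinning each cell to 1000 UMIs and leaving out shallower cells.

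Genes named in the text followed a rule: 6 genes the study names (Vegfa, Kdr, Nos3, Mmp9, Pgf and Pdgfb) in each of the 4 classes, genes of the deleted locus and its neighbours, genes of sex, the 3 called genes of smallest p in each direction per class, and, where ECs had no called gene, the 3 of smallest p in each direction. Any other gene was named after its values were seen. The groups, tests, alternatives, markers, gene sets and pairs were fixed before the data were examined. The Scrublet limit, the limits of 75% and 25% in the naming rule, and the lists of macrophage, neutrophil and mural genes built from these data were set afterwards. Those lists hold up to 50 genes with at least 200 CPM in their class and at least 10 times the level in the classes compared with it.

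The tests were run on simulated counts in which 200 genes were changed, 100 by each fold, at the spread fitted to the real libraries as a trend over abundance, with no extra spread of single genes. edgeR recovered 28% of genes changed 2-fold and 81% of those changed 4-fold in ECs, 29% and 79% in mural cells, 61% and 93% in monocytes/macrophages and 43% and 88% in fibroblasts. In simulations with no changed gene it made 0 calls in each class. DESeq2 and limma-voom were not run without changed genes. With changed genes, they made 1 to 6 and 6 to 11 false calls per class, where edgeR made 3 to 5. Real genes vary more than the trend, so these shares are upper values. Alternatives included DESeq2 1.42.0, limma-voom, other size factors, no filter, other filters on cells, another clustering resolution, log-normalized clustering, the class rule of the study, the replicate number as a block, thinned counts, and leaving out each library in turn. Intervals are exact 95% Poisson or binomial intervals and cover counting error only. The class rule of the study gives each cluster the class of smallest p. It was rebuilt here from the description of the study, with Fisher's exact test for enrichment only. It was run in 2 versions: with a limit of 0.05 on that p, which the study does not state, and without it, a version added after the data were seen. CellPhoneDB, pathway enrichment and the bulk data of the study were not used here. Python 3.11.15, SciPy 1.17.1, NumPy 2.4.6 and pandas 2.3.3 were used for the remaining steps.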

Results

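To examine how LEENE, a long noncoding RNA first described in ECs, changes the cells of ischemic muscle, single-cell RNA-seq was performed on CD144-enriched cells from Leene-knockout mice injected with Ad-GFP (KO-GFP) or Ad-LEENE (KO-LEENE) after HLI. The data comprised 4 libraries, 2 per group, with 36451 barcodes and 82470318 UMIs. KO-GFP replicate 1 held 6909 barcodes and 13580292 UMIs, KO-GFP replicate 2 held 3790 and 8016430, KO-LEENE replicate 1 held 11856 and 23042781, and KO-LEENE replicate 2 held 13896 and 37830815. The share of barcodes with over 25% mitochondrial UMIs was 49.3% (95% exact binomial interval 48.1 to 50.5) in KO-GFP replicate 1, 44.7% (43.1 to 46.3) in KO-GFP replicate 2, 61.5% (60.6 to 62.4) in KO-LEENE replicate 1 and 34.3% (33.5 to 35.0) in KO-LEENE replicate 2. The filter kept 19054 cells, 5577 from KO-GFP and 13477 from KO-LEENE, and 247 barcodes were over the cap on genes. The kept cells had a median of 2542 and 2290 UMIs in the KO-GFP libraries and of 2912.5 and 2898 in the KO-LEENE libraries. Kept cells held 15801691 UMIs in KO-GFP and 44939685 in KO-LEENE. Libraries of the same group differed by far more than sampling noise: the chi-square statistic of their counts was 24.7 times its degrees of freedom in KO-GFP and 47.8 times in KO-LEENE. A limit of 10% mitochondrial UMIs moved the number of cells most, to 5064.

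Both groups are knockouts, so the deleted locus checks the genotype in every library and not the group. No UMI was assigned to Gm41148 (ENSMUSG00000115215, chromosome 14, 47791038 to 47805372) or Gm35360 (ENSMUSG00000115310, chromosome 14, 47814235 to 47823090), both annotated as lncRNA genes, or to Gm49302 (ENSMUSG00000115046), in any library. A count of 0 allows at most 0.374 CPM in KO-GFP replicate 2, the shallowest library, and 0.0793 CPM in KO-LEENE replicate 2, the deepest, at a floor of 3 counts. No wild-type library is among these data, so this is no measure of the loss. The neighbouring gene Ktn1 (chromosome 14, 47648274 to 47736564) reached 64.2, 80.7, 66.3 and 66.8 CPM in KO-GFP replicates 1 and 2 and KO-LEENE replicates 1 and 2, and Peli2 (chromosome 14, 48120777 to 48281578) reached 23.9, 23.5, 25.4 and 17.2. The human LEENE RNA carried by the virus has no entry in the gene list, so its level was not analysed here. The genes of sex were alike in all libraries: of cells with a UMI of the Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d or Uty or of Xist, at least 99.8% held Y-chromosome UMIs without Xist.

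Clustering gave 20 clusters, of which 18 were named as 10 cell types. ECs (clusters 1 and 16) comprised 2321 cells, with Gpihbp1, Timp4, Cdh5 and Cldn5 leading cluster 1 and Selp, Plvap and Sele leading cluster 16. Mural cells (cluster 7) comprised 1113 cells led by Acta2 and Myh11, monocytes/macrophages (clusters 0, 3, 4, 5, 6 and 8) comprised 9999 cells, fibroblasts (cluster 2) comprised 1966 cells led by Clec3b and Col3a1, and neutrophils (clusters 9 and 10) comprised 1478 cells led by Wfdc21 and S100a9 among others. Cluster 12, of 377 cells, carried markers of both neutrophils and ECs, and cluster 17, of 200 cells, carried markers of monocytes/macrophages and ECs. Both stayed unnamed, and together they made up 2.06% and 1.35% of cells in the KO-GFP libraries and 2.61% and 4.01% in the KO-LEENE libraries. By the class rule of the study, both would count as ECs. Cluster 2, here the fibroblasts, would stay fibroblasts by that rule only with no limit on p (0.977 for that cluster), and would fall outside the 4 classes with the limit of 0.05 added here. With no limit, a version chosen after seeing the data, the neutrophils of clusters 9 and 10 would count as mural cells. The names were rebuilt from these data, so numbers per class need not match those of the study.

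The share of cells per class addresses whether LEENE altered the cellular makeup of the CD144-enriched fraction. The EC share was 17.8% ± 10.6 (SD, n = 2) in KO-GFP and 10.7% ± 0.359 in KO-LEENE, and KO-GFP replicate 2 alone, at 25.3% (95% exact binomial interval 23.5 to 27.3), stood apart from the other libraries, which ranged from 10.3% to 11%. The difference was within the spread between libraries (log2 fold change -0.73, SE 0.76, edgeR adjusted p 0.960). Without KO-GFP replicate 2 the log2 fold change was 0.06. The shares of mural cells were 7.51% ± 2.65 and 5.40% ± 0.195, of monocytes/macrophages 49.1% ± 12.1 and 53.3% ± 1.61, and of fibroblasts 11% ± 3.56 and 11.3% ± 6.83, in KO-GFP and KO-LEENE. None of these differed between the groups by edgeR (adjusted p 0.960 for each class), and the exact permutation test gave a p of 0.333, its smallest possible, for mural cells. Clusters 5, 6 and 8 of the monocytes/macrophages drew most of their cells from KO-LEENE replicate 2, with 1124 of 1496 cells in cluster 5, 680 in cluster 6 and 647 of 869 in cluster 8. The clustering used all genes, so shares can also follow changes in expression, and the bead enrichment itself can set them.

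**Figure D1:**
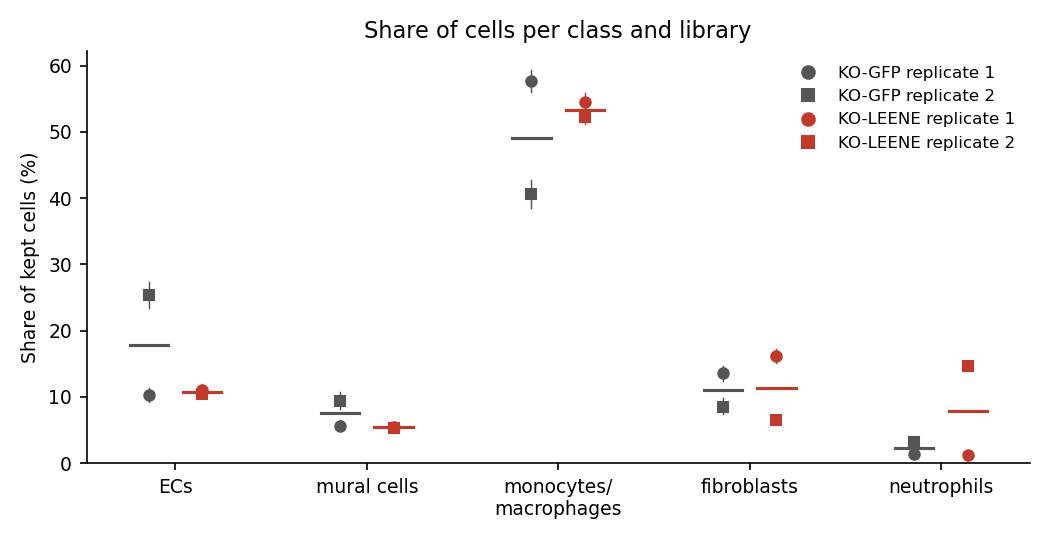
Share of kept cells (%) in each of 5 classes, with 1 point per library, its 95% exact binomial interval as a vertical line, and the group mean as a horizontal line. The EC share was 25.3% in KO-GFP replicate 2 and between 10.3% and 11% in the other libraries.

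Genes changed by Ad-LEENE were next sought in each class. In ECs, with 633985 to 2034616 UMIs per library, 0 of 7774 tested genes passed an adjusted p of 0.05 by edgeR. At an unadjusted p under 0.05 there were 442 genes, where 388.7 would be reached by chance, and DESeq2 and limma-voom each called 0. Leaving out 1 library changed the calls most for KO-GFP replicate 1, where KO-GFP replicate 2 was the lone control. By the count of genes past the effect size, KO-GFP replicate 2 was the library apart, with 534 against KO-GFP replicate 1. Against KO-LEENE replicates 1 and 2 it had 451 and 524, where KO-GFP replicate 1 had 121 and 237. The KO-LEENE libraries differed from each other in 89. With 1 library left out, the lone library is assumed to vary like the pair, so such calls cannot be laid to Ad-LEENE. Without the filter on low counts, 28 genes were called. Both KO-LEENE libraries lay above both KO-GFP libraries for 21.1% of the tested genes and below them for 14.2%, where chance gives 16.7% each way. The genes of smallest p, none of which passed the threshold, were H2-Aa, Cyp26b1 and Spp1 among the higher and Ackr1, Chp2 and Cxcl10 among the lower. H2-Aa (chromosome 17, 34282744 to 34287823) rose from 17.5 ± 1.95 to 78.5 ± 15.7 CPM (SD, n = 2; log2 fold change 2.11, SE 0.32, edgeR adjusted p 0.281), and its log2 fold change was 0.57 with Scrublet doublets removed before a new clustering and 1.62 with the Scrublet calls left out of the same classes. Its adjusted p was 1.38e-07 without KO-GFP replicate 1, 0.0278 without KO-GFP replicate 2 and 0.00396 without KO-LEENE replicate 2, in a range over all alternatives of 1.38e-07 to 1.0. Ackr1 (chromosome 1, 173331886 to 173333503) fell from 126 ± 4.47 to 44.1 ± 9.29 CPM (log2 fold change -1.55, SE 0.25, edgeR adjusted p 0.281), with 1.1e-07 without KO-GFP replicate 1 and 0.00787 without KO-GFP replicate 2, in a range of 1.1e-07 to 1.0. Ackr1 was among the leading genes of EC cluster 16, which held 21.1%, 11%, 10.5% and 8.32% of the ECs of KO-GFP replicates 1 and 2 and KO-LEENE replicates 1 and 2, and within that cluster it was at 527, 804, 298 and 435 CPM. KO-GFP replicate 1 alone stood apart in that share. Cyp26b1 rose from 16.7 ± 3.54 to 51.5 ± 6.08 CPM. Chp2 fell from 58.8 ± 29.7 to 21.2 ± 5.44 CPM and Cxcl10 from 1038 ± 68.9 to 554 ± 139 CPM. Spp1 had 2 UMIs in KO-GFP and 74 in KO-LEENE, a ratio of 19.2 after scaling by class totals with an exact 95% counting interval of 5.13 to 162. Of the 74, 61 were in KO-LEENE replicate 2, where neutrophils were 14.7% of cells. Spp1 is on the list of neutrophil genes built from these data, so RNA carried from neutrophils was not excluded.

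In mural cells, with 392845 to 1112324 UMIs per library, 9 of 6009 tested genes passed, 7 higher and 2 lower in KO-LEENE. DESeq2 called 2 and limma-voom 4, all among the 9. The count was 164 without KO-GFP replicate 1, 20 without KO-GFP replicate 2, 46 without KO-LEENE replicate 1 and 4 without KO-LEENE replicate 2, and it was 0 with Scrublet doublets removed before a new clustering (299 at an unadjusted p under 0.05), where 5 of the 9 genes no longer passed the filter on counts. With the Scrublet calls left out of the same classes, an alternative chosen after seeing the data, 19 genes were called, 17 higher and 2 lower. Of the 9, these held Pf4, Lst1, Adgre1, Actg2 and Tnc, and S100a8 and S100a9 no longer passed the filter. Each of the 17 had a higher level in monocytes/macrophages than in mural cells. Of the higher genes, Ccl8 (chromosome 11, 82115185 to 82116799) rose from 5.03 ± 0.0849 to 206 ± 137 CPM (log2 fold change 5.28, SE 0.64, edgeR adjusted p 0.00096) and Pf4 (chromosome 5, 90772435 to 90773383) from 28.8 ± 15.5 to 186 ± 2.92 CPM (log2 fold change 2.64, SE 0.38, edgeR adjusted p 0.00096). S100a9 (chromosome 3, 90692630 to 90695721) had 1 UMI in KO-GFP and 157 in KO-LEENE (edgeR adjusted p 0.00096), a ratio of 73.0 with an exact 95% counting interval of 12.9 to 2900. Its adjusted p was 0.0526 without KO-LEENE replicate 2, in a range over alternatives of 1.23e-12 to 0.964. The remaining higher genes, named after their values were seen, were Lst1, Adgre1, Hmox1 and S100a8. S100a8 had 0 UMIs in KO-GFP and 183 in KO-LEENE, which is at least 28.4-fold higher at a floor of 3 counts over the group. S100a9, S100a8 and Ccl8 were carried by few cells. S100a9 was found in 2 of 250 mural cells in KO-LEENE replicate 1, with 27 of 31 UMIs in 1 cell, and in 15 of 471 (3.18%) in KO-LEENE replicate 2, against 0 of 197 and 1 of 195 in KO-GFP. S100a8 was found in 2 and 19 cells, and Ccl8 in 10 and 41, with 242 of 337 UMIs of Ccl8 in 1 cell of KO-LEENE replicate 2. Hmox1, Pf4, Lst1 and Adgre1 were more widespread, in 24, 22, 23 and 23 of 250 and in 89, 73, 59 and 31 of 471 cells. After thinning to 1000 UMIs, which left out 35 and 15 mural cells of KO-GFP and KO-LEENE, the shares with a UMI in KO-LEENE replicates 1 and 2 were 0.816% and 2.60% for S100a9, with 0 and 0.585% in KO-GFP, and 0.816% and 3.04% for S100a8, with 0 in KO-GFP. The background, as the share of fibroblasts with a UMI in the same libraries, was 0.137% and 1.88% for S100a9 (0.143% and 0.703% after thinning, without 47 cells) and 0.547% and 2.40% for S100a8 (0 and 1.05%). Median depths were 1807 and 1662 UMIs in mural cells of KO-GFP and, in KO-LEENE, 2111.5 and 1968 in mural cells and 3055 and 4139.5 in fibroblasts. All 7 had higher levels in monocytes/macrophages or neutrophils than in mural cells. Actg2 (chromosome 6, 83512909 to 83536251) fell from 112 ± 25 to 31 ± 8.19 CPM (log2 fold change -1.93, SE 0.36, edgeR adjusted p 0.0205), and Tnc (chromosome 4, 63959785 to 64047015) from 116 ± 5.16 to 33.7 ± 18.5 CPM (log2 fold change -1.90, SE 0.38, edgeR adjusted p 0.034). Without KO-LEENE replicate 2 their adjusted p were 0.525 and 0.998, in ranges over alternatives of 1.6e-05 to 0.905 and 0.000331 to 0.998.

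In monocytes/macrophages 0 of 10487 and in fibroblasts 0 of 9900 tested genes passed by edgeR. At an unadjusted p under 0.05 there were 379 and 256 genes, fewer than the 524.35 and 495 that chance gives. DESeq2 called 1 gene in each class and limma-voom 0. In monocytes/macrophages 63 genes were called without KO-LEENE replicate 1 and 29 without KO-LEENE replicate 2, against 0 without either KO-GFP library. In fibroblasts the counts were 123 without KO-GFP replicate 1, 20 without KO-GFP replicate 2, 11 without KO-LEENE replicate 1 and 1 without KO-LEENE replicate 2.

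The number of genes past an effect size of 0.25, a limit the study states, was 170 in ECs (77 higher and 93 lower in KO-LEENE), 302 in mural cells (160 and 142), 46 in monocytes/macrophages (27 and 19) and 20 in fibroblasts (12 and 8). By the class rule of the study, the counts were 243 (150 and 93), 264, 46 and 180 with the added limit on p and 243, 1008, 46 and 39 without it. With the mean of the log-normalized levels instead of the log of the mean level, a version chosen after seeing the data, the counts were 123 (85 and 38), 166, 39 and 12. A limit of 10% mitochondrial UMIs gave 657 in ECs and 1439 in mural cells, but left 26 to 203 ECs and 5 to 45 mural cells per library. With so few cells, that rise cannot be told apart from counting noise. The background was measured the same way between libraries of 1 group. In ECs, 534 genes differed between the KO-GFP libraries and 89 between the KO-LEENE libraries, where contrasts of 1 KO-LEENE with 1 KO-GFP library gave 121 to 524. In mural cells the values were 722 and 389 within groups and 301 to 867 between them. They were 169 and 226 within and 44 to 293 between in monocytes/macrophages, and 457 and 74 within and 33 to 348 between in fibroblasts. The difference between the KO-GFP libraries was exceeded by 1 of 4 contrasts between groups in mural cells (867) and 2 of 4 in monocytes/macrophages (217 and 293), and by 0 in ECs and fibroblasts. With equal cells and UMIs it was also exceeded by 1 of 4 in ECs (563 against 493), by 1 in mural cells (750 against 593) and by 2 in monocytes/macrophages (263 and 319 against 249). Without KO-GFP replicate 1 the joined count rose to 449 in ECs, 691 in mural cells, 204 in monocytes/macrophages and 306 in fibroblasts, and without KO-LEENE replicate 1 it was 258, 509, 141 and 84. In fibroblasts it was 38 without KO-GFP replicate 2.

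**Figure D2:**
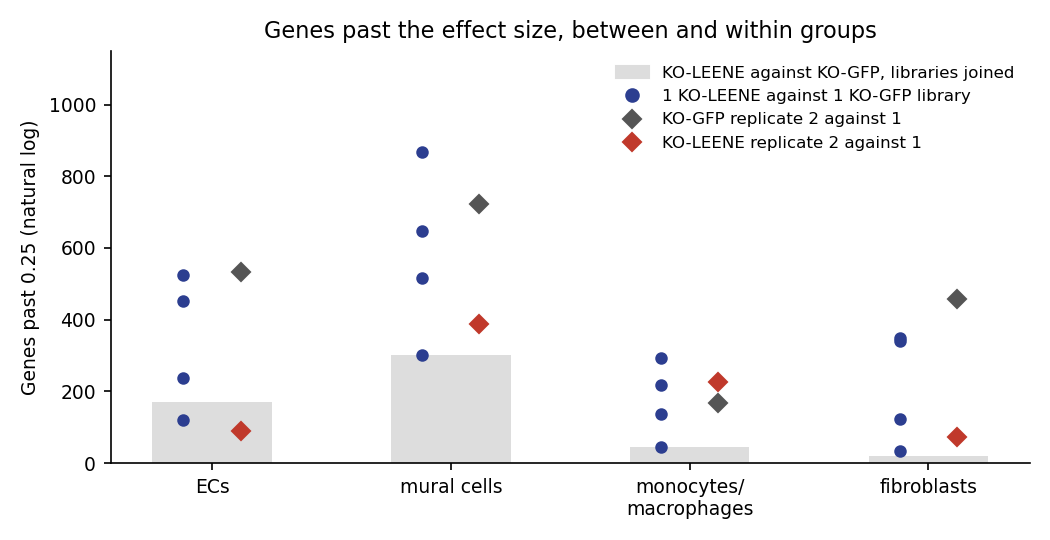
Number of genes whose mean level per cell, on a natural log scale, differed by over 0.25 in each class. Bars give KO-LEENE against KO-GFP with libraries joined, circles each contrast of 1 KO-LEENE with 1 KO-GFP library, and diamonds the contrast of the libraries of 1 group, which reached 534 genes in ECs of KO-GFP.

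Vegfa, Kdr, Nos3 and Mmp9, which the study names for the ischemic response, were examined in each class. Pgf and Pdgfb, which it names among putative targets of LEENE, were examined with them. Of the 24 combinations of 6 genes and 4 classes, 15 had enough counts to be tested. Adjusted over the list alone, 1 passed 0.05, and over all genes tested 0 passed by edgeR, with 0 by DESeq2 and 0 by limma-voom. The study names Vegfa, Kdr, Nos3 and Mmp9 from these samples, so the first count is not independent evidence for them. At an unadjusted p under 0.05 there were 2, Kdr in ECs and Mmp9 in monocytes/macrophages. Adjusted over the list alone, 6 passed without KO-GFP replicate 1, 4 without KO-GFP replicate 2 and 4 without KO-LEENE replicate 1, and DESeq2 and limma-voom each passed 2. Over all genes, 3 passed without KO-GFP replicate 1, 1 without KO-LEENE replicate 1 and 2 with no filter on low counts.

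Kdr (ENSMUSG00000062960, chromosome 5, 75932827 to 75979072), which encodes VEGF receptor 2, was mainly detected in ECs and was higher in both KO-LEENE libraries, at 612 ± 107 CPM against 361 ± 15.4 CPM in KO-GFP (SD, n = 2; log2 fold change 0.71, SE 0.22). The edgeR p was 0.00934, adjusted to 0.0701 over the list alone and to 0.858 over all genes. Over the list alone it was 0.015 without KO-GFP replicate 1 and 0.0152 without KO-GFP replicate 2, and over all genes 0.0375 without KO-GFP replicate 1. With DESeq2 and limma-voom it was 0.0405 and 0.0483 over the list alone, in a range over alternatives of 0.015 to 0.953, the highest with a limit of 10% mitochondrial UMIs. A Kdr UMI was found in 38.4% ± 2.38 of ECs in KO-GFP and 59.8% ± 3.91 in KO-LEENE, and in 26.5% ± 0.454 and 41.7% ± 7.60 after thinning each cell to 1000 UMIs, which left out 133 and 93 shallower cells. The background, as the share of monocytes/macrophages with a Kdr UMI, was 0.668% and 1.09%. Median depths were 1565 to 1962.5 UMIs in ECs and 2935.5 to 3823.5 in monocytes/macrophages. Kdr was among the leading genes of cluster 1, so the clustering also used it. The log2 fold change was -0.03 with the limit of 10% mitochondrial UMIs. That limit left 29 and 105 ECs in the KO-GFP libraries and 26 and 203 in the KO-LEENE libraries. Nos3 (chromosome 5, 24364816 to 24384474), which encodes eNOS, was likewise found mainly in ECs, at 107 ± 18.3 CPM in KO-GFP and 122 ± 7.90 CPM in KO-LEENE. The libraries of the groups overlapped (log2 fold change 0.15, SE 0.24, edgeR adjusted p 0.938), and the fold change was -0.03 without KO-GFP replicate 2.

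Vegfa (chromosome 17, 46016993 to 46032377) reached 160 ± 50.9 CPM in monocytes/macrophages of KO-GFP and 204 ± 136 CPM in KO-LEENE, with KO-LEENE replicate 1 at 108 CPM below both KO-GFP libraries and KO-LEENE replicate 2 at 300.1 CPM above them (edgeR adjusted p 1.0). Vegfa was among the leading genes of cluster 5, which came mostly from KO-LEENE replicate 2. The log2 fold change was 0.26, and it was -0.55 without KO-LEENE replicate 2 and -0.05 without KO-GFP replicate 2. Neutrophils, which the study did not treat as a class, held 216 ± 130 and 273 ± 158 CPM. In ECs Vegfa was at 29.8 ± 13.6 and 39.2 ± 21.8 CPM, with a log2 fold change of 0.45 that was -0.30 without KO-LEENE replicate 2. In mural cells it was at 55.1 ± 31.1 and 90.3 ± 26.1 CPM, and in fibroblasts at 90.8 ± 13.2 and 84.1 ± 4.17 CPM. The libraries of the groups overlapped in each of these 4 classes. Adjusted over the list alone, Vegfa passed without KO-GFP replicate 1 in ECs (0.0179) and mural cells (0.00918) and without KO-LEENE replicate 1 in monocytes/macrophages (0.0463).

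Mmp9 (chromosome 2, 164940326 to 164955850), which encodes matrix metalloproteinase 9, was higher in monocytes/macrophages of both KO-LEENE libraries, at 52.3 ± 8.11 CPM against 26.1 ± 2.05 CPM (log2 fold change 0.95, SE 0.19). The edgeR p was 0.000348, adjusted to 0.00522 over the list alone and to 0.955 over all genes. Over all genes it was 0.0336 without KO-LEENE replicate 1, in a range over alternatives of 0.0105 to 1.0, and over the list alone it was 0.932 with a limit of 10% mitochondrial UMIs, in a range of 0.000207 to 0.932. In ECs it was at 3.09 ± 0.0869 and 5.97 ± 1.98 CPM, from 5 UMIs in the KO-GFP and 20 in the KO-LEENE libraries, too few to pass the filter. Without the filter its log2 fold change was 0.96 (adjusted p over the list alone 0.521). That p was 0.0401 with a limit of 10% mitochondrial UMIs, in a range over the alternatives that tested it of 0.0184 to 0.521. The limit of 10% mitochondrial UMIs left 26 to 203 ECs per library. The share of ECs with a UMI was 0.468% and 0.735%, where the background, as the share of fibroblasts, was 1.09% and 2.04%. After thinning the shares were 0.112% and 0.443% in ECs and 0.226% and 0.319% in fibroblasts, so their order in KO-LEENE turned with depth. Median depths were 1565 to 1962.5 UMIs in ECs and 2537 to 4139.5 in fibroblasts, and thinning left out 133 and 93 ECs and 41 and 47 fibroblasts. By the class rule of the study, the EC class, the same with and without the limit on p, held 14.6 ± 4.81 and 76.7 ± 50 CPM, and 66.7% to 91.0% of those UMIs lay in cluster 12, which carried neutrophil markers. Neutrophils themselves held 570 ± 118 and 1065 ± 333 CPM. Pgf and Pdgfb did not pass over the list alone in any class tested, with edgeR adjusted p over the list between 0.294 and 0.788, but Pdgfb passed in ECs without KO-GFP replicate 2 (0.0377) and Pgf in monocytes/macrophages without KO-LEENE replicate 1 (0.0463).

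**Figure D3:**
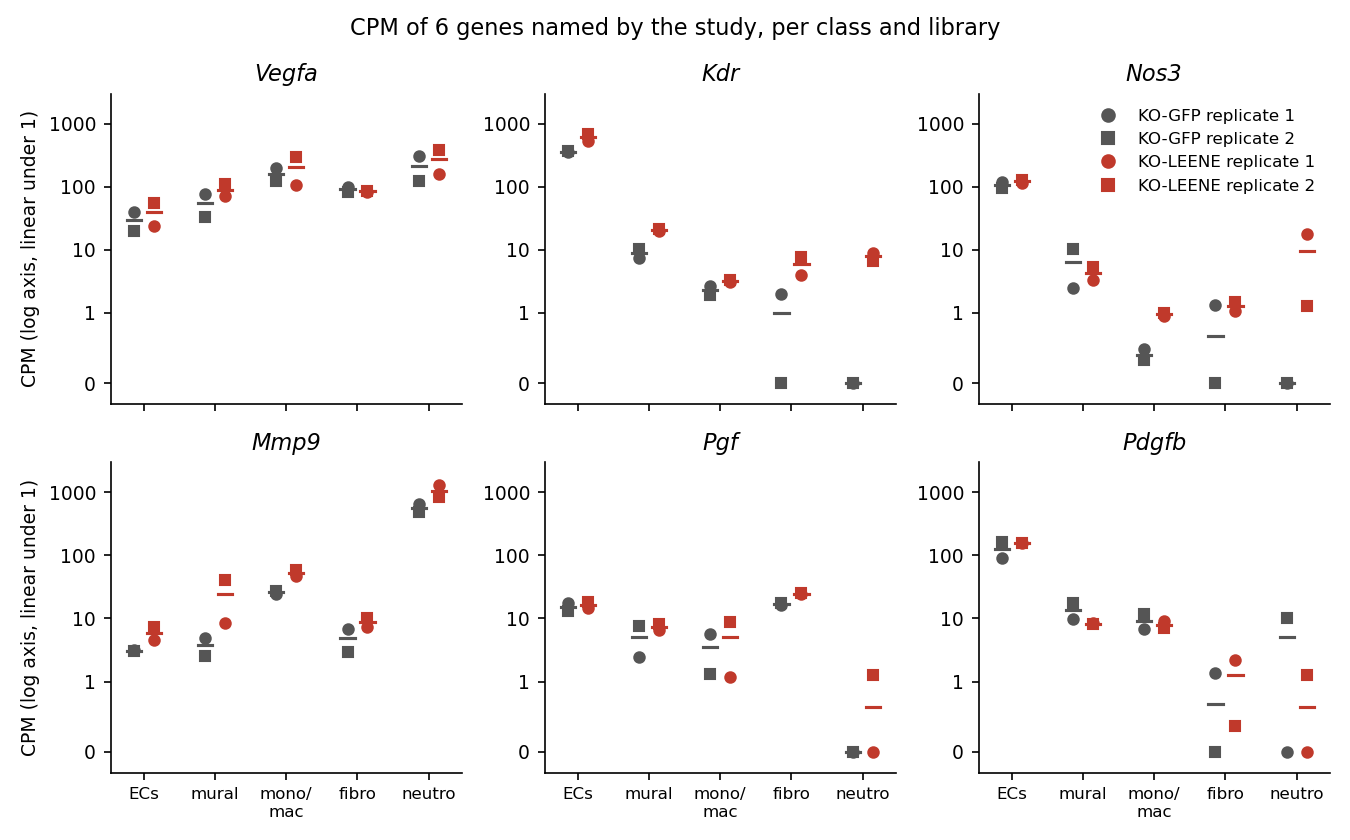
CPM of the summed counts (log axis, linear under 1) for 6 genes in 4 compared classes and neutrophils, with 1 point per library and the group mean as a horizontal line. Kdr in ECs was 350 and 372 CPM in the KO-GFP libraries and 536 and 688 CPM in the KO-LEENE libraries.

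Gene sets were tested for the processes named by the study. In ECs the translation set (88 ribosomal protein genes) was lower in KO-LEENE (camera adjusted p 1.29e-07, median log2 fold change -0.25), and held 12.3% and 13.4% of UMIs in the KO-GFP libraries and 11.3% and 11.1% in the KO-LEENE libraries. The VEGF response set of 22 genes was higher (camera adjusted p 0.0147, median log2 fold change 0.29), but its adjusted p was 0.693 without KO-GFP replicate 2. The angiogenesis set of 46 genes did not pass (median log2 fold change 0.15, camera adjusted p 0.314), nor did those of inflammation (0.927), response to LPS (0.917) or oxidative stress (0.917). Without KO-GFP replicate 1 the inflammation set passed in the upward direction (0.0013), and it passed downward without KO-GFP replicate 2 (0.0222). For the inflammation set the test pointed down while its median log2 fold change was 0.00 and its mean 0.06. In mural cells the translation set was also lower (camera adjusted p 5.41e-05, median log2 fold change -0.26), with 0.142 without KO-LEENE replicate 2, and the inflammation set was higher (camera adjusted p 5.78e-05, median log2 fold change 0.72). Its median was 0.08 without KO-GFP replicate 2 and 0.19 without KO-LEENE replicate 2, and its share of UMIs overlapped, at 1.14% and 0.956% in KO-GFP and 0.862% and 1.09% in KO-LEENE. With fry or with an estimated correlation, none of these calls in ECs and mural cells held: the translation set in ECs had an adjusted p of 0.489 and 0.98, respectively.

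The communication between ECs and other classes was examined through ligand-receptor pairs. With both partners in at least 10% of cells in either group, 39 combinations of a pair and its classes could be compared, of which 28 met that limit in KO-GFP and 39 in KO-LEENE. In 27 both KO-LEENE libraries lay above both KO-GFP libraries and in 0 below, where chance gives 6.5 each way. Of the VEGF pairs 12 of 13 were higher, of the Notch pairs 14 of 23 and of the PDGF pairs 1 of 3. With ECs as the source of the ligand, 7 of 8 were higher towards mural cells, 3 of 8 towards monocytes/macrophages and 2 of 6 towards fibroblasts. With ECs as the target, 5 of 6 were higher from mural cells, 3 of 4 from monocytes/macrophages and 7 of 7 from fibroblasts. The 27 pairs shared 23 combinations of a gene and a class, such as Dll4 in ECs, with 5 pairs, and Kdr in ECs, with 4, so they are not independent. No test per pair was made. Depth moved this count most: with every cell thinned to 1000 UMIs 11 pairs could be compared, of which 11 met the limit in KO-GFP and 7 in KO-LEENE, and 5 were higher. For the same 39 pairs, an alternative chosen after seeing the data, 20 were higher after thinning.

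Finally, the effect of Ad-LEENE was compared between ECs and monocytes/macrophages within each library. The difference passed for 1 of 7160 genes, H2-Aa (difference in log2 fold change 2.11, limma adjusted p 0.0134). It was lost without KO-LEENE replicate 1 (adjusted p 0.896) and without KO-LEENE replicate 2 (0.999), in a range over alternatives of 0.00306 to 0.999, while 134 genes passed without KO-GFP replicate 1 and 4 without KO-GFP replicate 2. In simulated counts this test recovered 5% of genes changed 4-fold at a spread of 0.1 and 69% at a spread of 0.02.

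The levels of genes typical of other cells were compared between libraries, as a background for the values above. In mural cells, 50 genes abundant in monocytes/macrophages, a list built from these data, reached a median of 4.97% and 2.30% of their level there in the KO-GFP libraries and of 9.29% and 9.54% in the KO-LEENE libraries. In ECs the medians were 3.88% and 0.424% in KO-GFP and 3.97% and 4.45% in KO-LEENE. Of the 47 of these genes tested in ECs, 45 had a higher level in KO-LEENE (median log2 fold change 0.94). KO-GFP replicate 1 was close to the KO-LEENE libraries, however.

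**Figure D4:**
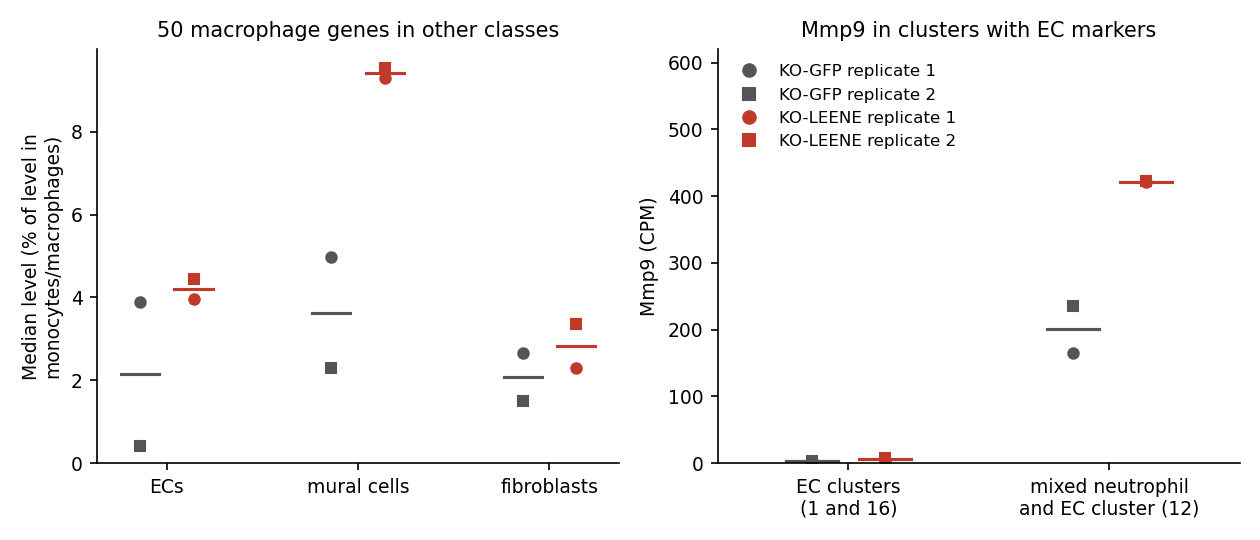
Left, median level of 50 macrophage genes in 3 other classes, as a percent of their level in monocytes/macrophages; right, Mmp9 CPM in the EC clusters and in the mixed neutrophil and EC cluster. Points are libraries and horizontal lines group means, and in mural cells both KO-LEENE libraries, at 9.29% and 9.54%, lay above both KO-GFP libraries.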

Values the study reported

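Of approximately 20,000 cells, the study assigned approximately 3,000 to ECs, approximately 1,000 to VSMCs, approximately 5,700 to monocytes/macrophages and approximately 5,200 to fibroblasts. It reported 276 differentially expressed genes in ECs, of which 172 were higher and 104 lower with Ad-LEENE, and 330 in VSMCs. For monocytes and for fibroblasts it gave fewer than 50 such genes each.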

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

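The test of the effects in ECs against monocytes/macrophages, the test of the neutrophil share and the alternatives to both were planned; the tests of carried RNA for H2-Aa, of the causes of the neutrophil share and of the mixed cluster were chosen only after the results had been seen.

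The effect of Ad-LEENE on H2-Aa, a class II antigen-presentation gene, was flagged because it differed between ECs and monocytes/macrophages (difference in log2 fold change 2.11, limma adjusted p 0.0134). In ECs it was at 18.9 and 16.2 CPM in the KO-GFP libraries and 89.6 and 67.3 CPM in the KO-LEENE libraries, from 12, 16, 98 and 137 UMIs. H2-Aa leads cluster 0 of the monocytes/macrophages, so their RNA in ECs was weighed. Their markers, as listed beforehand, reached a median of 3.74%, 0.418%, 3.39% and 4.57% of their own level in ECs of KO-GFP replicates 1 and 2 and KO-LEENE replicates 1 and 2, and H2-Aa 1.04%, 0.757%, 3.69% and 4.49%. KO-GFP replicate 1 thus had about as much macrophage RNA in ECs as KO-LEENE without the H2-Aa, which speaks against carried RNA, but that is 1 library and 12 UMIs. Other class II genes were present there: H2-Ab1 reached 3.02%, 0.773%, 4.04% and 6.01% of its monocyte/macrophage level in ECs of the 4 libraries in that order, and Cd74 2.01%, 0.473%, 2.91% and 4.60%. The log2 fold change in ECs dropped to 0.57 with Scrublet doublets removed before a new clustering and to 0.26 with log-normalized clustering, which speaks for it, but it was 1.62 with the Scrublet calls left out of the same classes. A gain of H2-Aa in ECs and carried RNA cannot be told apart.

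The neutrophil share was flagged as a signal in cells outside the compared classes. It was 1.31% and 3.17% in the KO-GFP libraries, 1.17% in KO-LEENE replicate 1 and 14.7% in KO-LEENE replicate 2 (log2 fold change 1.83, edgeR adjusted p 0.306). Without KO-LEENE replicate 1 the adjusted p was 0.0242, and without KO-LEENE replicate 2 the log2 fold change was -0.92, with adjusted p over alternatives from 0.0242 to 0.978. Kept cells with few genes are not the cause, as the share stayed at 13.9% with at least 500 genes per cell. An effect of Ad-LEENE common to both pools is argued against by the 1.17% in KO-LEENE replicate 1. A difference between mice or in handling of that 1 pool was not tested.

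The mixed neutrophil and EC cluster was flagged because its share was highest in a KO-LEENE library, at 0.80%, 0.914%, 0.952% and 3.20% of cells. That it counts as mixed depends on the clustering: at resolution 1.0 all 377 of its cells, and with log-normalized clustering 354, lay in a cluster named neutrophils. Free neutrophil RNA is argued against, since neutrophil genes reached at least 48.4% of their neutrophil level in every library, against at most 1.16% in ECs for the same list. Of its 377 cells 175 (46.4%) held at least 2 UMIs of EC markers and 2 of neutrophil markers. Limits of 20% and 50%, set first, left open whether 2 kinds of cells had been grouped, and a comparison with the pure classes was added after that value was seen: there the share was at most 1.28% in ECs and 5.66% in neutrophils, which argues against 2 kinds as the whole cause. Random doublets were weighed in 3 versions, each devised after the one before had been seen. By the sizes of the classes alone, the cluster held more cells than the most random pairs would give in 3 of 4 libraries, with 28, 19, 43 and 287 cells against 9.47, 33.5, 11.6 and 274.9. Scaled from the cluster mixed with monocytes/macrophages, its cells with both kinds of marker were 12, 5.68, 11.8 and 6.92 times the expected number. Scaled from all kept cells with both kinds of marker, the ratio was 6.20, 2.12, 5.70 and 0.889. That version took all 439, 193, 619 and 1882 cells with EC and monocyte/macrophage markers as doublets. The cluster mixed with monocytes/macrophages held only 44, 9, 75 and 72 cells, so the expected numbers may be too high. Scrublet called 3.98% of the mixed neutrophil and EC cluster doublets. By library, in the order KO-GFP replicates 1 and 2 and KO-LEENE replicates 1 and 2, it called 3.57%, 21.1%, 4.65% and 2.79%. It called 67% of the cluster mixed with monocytes/macrophages (75%, 100%, 41.3% and 84.7%). With its calls removed, a mixed neutrophil and EC cluster of 358 cells was left and no cluster mixed of monocytes/macrophages and ECs. This speaks against doublets, but how well Scrublet finds doublets of a neutrophil and an EC was not tested. The versions by cell numbers disagree and that sensitivity is unknown, so doublets and cells that carry both programs cannot be told apart. No biological explanation was tested.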

How the results depend on the processing

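The tests here follow alternatives set beforehand, except the thinning of the same pairs, the class rule of the study with no limit on p, the mean of the log-normalized levels and the Scrublet calls left out of the same classes, chosen after seeing the data. The Scrublet limit and the limits of 75% and 25% in the naming rule were also set after seeing them. Of the answers to the comparisons, 217 values kept their direction and side of the threshold, 79 counts moved by over 1.5 times, 23 values reversed, 4 became stronger and 8 weaker. For single genes 398 stayed, 24 reversed, 19 became stronger and 24 weaker. The cause was not tested unless stated.

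A limit of 10% mitochondrial UMIs kept 5064 of 19054 cells, changed the log2 fold change of the monocyte/macrophage share to -0.30 and of Kdr in ECs to -0.0293, and gave 0 changed genes in mural cells and 5 in monocytes/macrophages, and 657, 1439, 114 and 53 genes past the effect size in ECs, mural cells, monocytes/macrophages and fibroblasts. That limit left 26 to 203 ECs and 5 to 45 mural cells per library. No filter gave 28, 47, 16 and 10 changed genes and 3 study genes. DESeq2 gave 2 in mural cells, 1 in monocytes/macrophages, 1 in fibroblasts and 2 study genes, and limma-voom 4 in mural cells and 2 study genes. No cap on genes gave 5, 1 and 2 changed genes in mural cells, monocytes/macrophages and fibroblasts and -0.0270 for Pgf in ECs. With Scrublet doublets removed before a new clustering, mural cells had 0, and with the calls left out of the same classes 19. Log-normalized clustering gave 2 in mural cells, 2 in fibroblasts and 2 study genes, at least 500 genes per cell 2 study genes, and resolution 1.0 2 study genes and -0.25 for Pgf in ECs. The class rule of the study, with the limit of 0.05 on p added here, gave 2 study genes, 180 fibroblast genes past the effect size, a fibroblast share of -0.28, and log2 fold changes of -0.00145 for Nos3 and -0.43 for Pgf in ECs and 0.96 for Vegfa in fibroblasts. With no limit on p, where neutrophils join the mural class, it gave 0 changed genes in mural cells (450 at an unadjusted p under 0.05), 3 study genes, 1008 mural and 39 fibroblast genes past the effect size, log2 fold changes of the share of 0.25 in mural cells and -0.0825 in fibroblasts, and of -0.00145 for Nos3 and -0.43 for Pgf in ECs, -0.38 for S100a9 in mural cells and 0.0988 for Vegfa in fibroblasts. Thinning to the smallest library gave 0.12 for Vegfa in fibroblasts. The mean of the log-normalized levels gave 166 mural and 12 fibroblast genes past the effect size. Equal cells and UMIs gave 139 fibroblast genes past the effect size. The 2 other splits gave 69 and 125 in ECs, 185 and 244 in mural cells, 124 and 87 in monocytes/macrophages and 51 and 21 in fibroblasts.

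Leaving out 1 library at a time, where the lone library is assumed to vary like the pair, gave log2 fold changes of the share from -1.24 to 0.0593 in ECs, -0.11 to 0.39 in monocytes/macrophages, -0.76 to 0.55 in fibroblasts and -0.92 to 2.72 in neutrophils. Changed genes ranged from 4 to 658 in ECs, 4 to 164 in mural cells, 0 to 63 in monocytes/macrophages and 1 to 123 in fibroblasts, and genes past the effect size from 138 to 449, 237 to 691, 51 to 204 and 16 to 306. Study genes past the list ranged from 1 to 6, and the comparison of ECs with monocytes/macrophages from 0 to 134 genes. Log2 fold changes ranged in ECs from -0.30 to 1.00 for Vegfa, -0.0286 to 0.34 for Nos3, -0.11 to 0.31 for Pgf and -0.0685 to 0.73 for Pdgfb, in monocytes/macrophages from -0.55 to 0.77 for Vegfa, -1.69 to 1.99 for Pgf and -0.58 to 0.16 for Pdgfb, and in fibroblasts from -0.29 to 0.0437 for Vegfa. Adjusted p of the EC gene sets ranged from 4.52e-10 to 0.782 for cell cycle, 0.0358 to 0.967 for dissociation stress, 0.694 to 0.782 for hypoxia, 0.0013 to 0.366 for inflammation, 0.160 to 0.695 for interferon, 0.212 to 0.762 for LPS response, 0.0592 to 0.818 for oxidative stress and 0.0013 to 0.693 for VEGF response, and of the mural translation set from 2.55e-06 to 0.142. The cell cycle, dissociation stress, hypoxia, inflammation, interferon, LPS and oxidative stress sets changed direction between these fits.

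Fry and the estimated correlation took the EC translation set to an adjusted p of 0.489 and 0.980, the EC VEGF response set to 0.966 and 0.980, and the mural translation set to 0.910 and 0.919. Pairs were 9 with at least 20% of cells and 5 with cells thinned to 1000 UMIs. The comparison of ECs with monocytes/macrophages gave 0 genes with no trend.

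The replicate numbers are shared by the groups but do not pair the libraries: same-numbered libraries deviated with correlations of -0.0604, -0.0877, 0.0499 and 0.0997 in ECs, mural cells, monocytes/macrophages and fibroblasts. With the replicate number as a block, 0, 29, 6 and 10 genes were called, the fibroblast share had a log2 fold change of -0.0624 and Pgf in monocytes/macrophages of -0.0217, the EC inflammation set pointed up (0.990), and the comparison of ECs with monocytes/macrophages gave 0.

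Depth limits genes of low level most: at 633985 UMIs in the shallowest EC library, Mmp9 in ECs did not pass the filter, and without it the p was 0.244.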

Other observations

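Of the tests in this part, those for sex, depth of changed genes and the difference between pools in ECs were set down beforehand; the tests for mural cells, Mmp9 and pairs were chosen only after the result was seen.

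The sex of the pooled mice is argued against as a cause of changed genes, since at least 99.8% of informative cells held Y-chromosome UMIs without Xist in every library. Depth is argued against for the changed genes in mural cells, as 9 genes were called with every library thinned to the smallest total, 8 of them among the 9 above, while Tnc was lost (adjusted p 0.118).

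For the number of EC genes past the effect size, a difference between any 2 pools of mice and an effect of Ad-LEENE cannot be told apart. The median of the 2 contrasts within a group was 311.5 genes, where the median of the 4 contrasts between groups was 344. The 2 contrasts disagree, however: the KO-GFP libraries differed in 534 genes, more than any contrast between groups, and the KO-LEENE libraries in 89, fewer than any. With equal cells and UMIs the values were 493, with 1 contrast between groups above it at 563, and 200, with 1 below it at 198. The other splits of the 4 libraries gave 69 and 125 genes against 170.

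The higher genes in mural cells could come from RNA of macrophages and neutrophils. Their monocyte/macrophage markers that were not called had a median log2 fold change of 0.88, with 9 of 9 higher, at 6.0% and 3.06% of their own level in KO-GFP and 8.01% and 8.67% in KO-LEENE. In KO-LEENE replicates 1 and 2, 31 of 31 and 65 of 126 UMIs of S100a9 lay in the 17 and 36 mural cells that Scrublet called doublets. For Ccl8 they were 22 of 65 and 49 of 337. With those cells left out of the same classes, 17 higher genes were called, such as Apoe, C1qa and Tyrobp, and each had a higher level in monocytes/macrophages. Of the higher genes called before, Pf4, Lst1 and Adgre1 were among them. Ccl8 and Hmox1 were not (edgeR adjusted p 0.068 and 0.0833), and S100a8 and S100a9 no longer passed the filter on counts. For Pf4, Lst1, Adgre1 and the newly called genes, the doublets that Scrublet finds are argued against as the whole source of this RNA. For Ccl8, Hmox1, S100a8 and S100a9 this stays open, since they did not pass or could not be tested. With Scrublet doublets removed before a new clustering, however, 0 genes were called in mural cells. Pf4 and Adgre1 then did not pass the filter on counts, and Lst1 had an edgeR adjusted p of 0.856. Mural cells numbered 225 and 425 in KO-LEENE replicates 1 and 2, against 250 and 471 before. The rest of this RNA thus depended on which cells were counted as mural. Whether it is free, engulfed or from doublets not found stays open. No written-first neutrophil marker other than called ones had enough counts, so S100a8 and S100a9 rest on the data-derived list, of which 13 of 13 genes were higher. Dilution by such RNA is argued against for Actg2 and Tnc, since mural markers moved by a median log2 fold change of -0.16 while these 2 fell by 1.93 and 1.90.

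For Mmp9 in ECs by the class rule of the study, at least 66.7% of the UMIs lay in the mixed neutrophil and EC cluster in each library, so most of that level did not come from EC clusters 1 and 16. Neutrophil RNA and expression by cells that carry both programs cannot be told apart here, since what the cells of the mixed cluster are stays open.

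Depth is argued against as the whole cause of the higher ligand-receptor pairs, since 20 of the same 39 were higher after thinning, where chance gives 6.5. A difference between any 2 pools remains open: of the 3 splits of the libraries only 1, the real one, separated as many, and the highest other gave 8, but with 3 splits this cannot decide.

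There were 9999 monocytes/macrophages in the classes used here. This is higher than the number the study gives. There were 1966 fibroblasts in the classes used here. This is lower than the number the study gives. The number of EC genes past the effect size was 170. This is lower than the number the study gives. Of these, 77 were higher in KO-LEENE. This is also lower than the number the study gives. Both rest on the EC class used here: by the class rule of the study, the EC genes past the effect size were 243, of which 150 were higher. No rank test was applied here, so these counts and those of the study are not the same measure.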
